A study of Homo sapiens with 8 samples. Its data were reported in "Comprehensive secretome profiling and CRISPR screen identifies SFRP1 as a key inhibitor of epidermal progenitor proliferation" (2025).

How the data were processed

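RNA was measured by polyA-selected, paired-end RNA sequencing in 8 libraries of primary human keratinocytes, with shControl or shSFRP1, at day 0 or day 2, and 2 biological replicates in each of the 4 groups. Per the study's methods, the authors trimmed the reads, aligned them to hg38 with STAR and quantified them to genes of Ensembl release 105 in Partek Flow. They did not state the versions of these tools, whether counting was strand-specific, or how reads with several alignments were shared out. The deposited values are expected counts (estimated counts) per gene, which the authors did not normalize. Of the values above 0 and under 50, 74.6% were whole at a tolerance of 0.01, and the smallest total of a gene over the 8 libraries was 10. Genes with lower totals had therefore been removed before deposit, and a missing gene is not evidence of absence. Because the values are estimates and the sharing of reads between genes was not described, single values of near-identical or overlapping genes are uncertain.

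The table held 20773 genes. Of 2774 rows with no gene name, 2744 were named by their Ensembl identifier. Gene ends are given as the deposited stop less 1, since in 95.26% of the 20737 genes shared with GENCODE release 44 the deposited stop was the annotated end plus 1. Every library carried a group in the labels. The replicate number pairs the libraries, because each of the 2 biological replicates received both hairpins and was sampled at both days. After the group means were removed, the 6 pairs of libraries that shared a replicate number had correlations of 0.264 to 0.556, and the replicate number was therefore also tried as a block. All choices of test, gene list and named gene were made before the data were examined, except where a choice is said to have come later.

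Values were rounded to whole counts and tested with edgeR 4.0.16 in R 4.3.3, with limma 3.58.1. Y-linked genes, XIST and TSIX (35 genes) were left out of all tests, so that the sex of a donor could not be read. Genes with low counts were removed with filterByExpr (minimum count 10, minimum total count 15), which left 16950. Library composition was scaled by TMM. A single quasi-likelihood model with robust dispersion estimation held the 4 group means, and contrasts of it gave the knockdown at each day, differentiation with each hairpin, and the interaction. A model of day plus hairpin gave the knockdown over both days. The common dispersion was 0.0948, a biological coefficient of variation of 0.308, with 4 residual degrees of freedom. With the block these were 0.0462, 0.215 and 3. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 in a two-sided test, and SE is the absolute log2 fold change over the square root of F. CPM are counts scaled by library total and TMM factor, and means and SD are over 2 libraries. The level of a gene with 0 counts in a group was bounded by 3 counts over the group, and list medians were computed again with such genes at that bound. Floors and noise values cover counting error only. Replicates differed by more than counting, with a median chi-square of 9.24 to 24.1 per group among genes of at least 100 counts, against 0.455 from sampling alone.

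Gene lists (35) of keratinocyte layers, signaling pathways, stress and immune responses, the cell cycle, matrix and other skin cell types were fixed in advance. They were tested by camera with a preset correlation of 0.01 between genes, two-sided, with Benjamini-Hochberg adjustment over the lists of a comparison and at least 3 tested members. SFRP1 was left out of every list, and a correlation estimated per list was tried as an alternative. Named genes were SFRP1, the genes the study singled out, the 8 higher and 8 lower called genes of largest change per main comparison with a mean log2 CPM of at least 1 and 1 direction in both replicates, and up to 4 members of smallest p of each called list or list with 3 or more called members, or 2 of any other. For the interaction 5 genes per direction were to be named, or, with none called, the 4 of smallest p per direction as not passing. The count of genes at the study's thresholds used an unadjusted p of at most 0.05 and an absolute log2 fold change over 1. Knockdown and differentiation were correlated across genes between libraries of different replicates, with a prior count of 2.

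Alternatives were DESeq2 1.42.0, its size factors, total counts only, no filter, a geometric mean over 1, the replicate block, only the 4 libraries compared, an added fold change threshold, a prior count of 0.5, and each library left out in turn. Leaving out a library leaves its group with 1, which is then assumed to vary like the other groups. Thinning to the smallest library total, leaving out genes with a guide match, and the block joined with an estimated correlation were added after the data were seen. The sense strand of the control hairpin and the cut site of both hairpins, which set the guide positions, were assumed from the usual vector layout. Hairpin sequences were matched to the transcripts and annotated 3′ UTRs (15072 genes) of GENCODE release 44, and associations used Mantel-Haenszel odds ratios over 10 bins of 3′ UTR length with 95% intervals. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for sequence searches and plots.

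The procedure was tested on simulated data with 50 planted genes per fold. Planted genes had a log2 CPM over 1, so the rates do not cover genes of lower level. At day 2, edgeR called 96% of genes changed 8-fold, 80% changed 4-fold, 6% changed 2-fold and 0% changed 1.5-fold. These were 48, 40, 3 and 0 true calls, against 11 false calls among 16501 genes. With the block the shares were 100%, 88%, 32% and 4%. These were 50, 44, 16 and 2 true calls, against 12 false calls. For the interaction the share at 4-fold was 26%. DESeq2 called 92% at 4-fold, and from 8-fold down to 1.5-fold it made 49, 46, 13 and 5 true calls against 43 false calls. In edgeR, edgeR with the block and DESeq2 alike, false calls at day 2 were a larger share of all calls than the adjusted p threshold aims for. Camera called a planted list and 0 of 20 random lists. Random lists do not hold genes chosen to move together. Among the lists called at day 2, the estimated correlation ran from 0.0103 (activated keratinocyte) to 0.619 (hypoxia and glycolysis). The random lists therefore cannot show how often camera with the preset correlation calls a correlated list falsely. The odds ratio of planted guide matches was 3.66, against a true 3.32.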

Results

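RNA was sequenced from primary human epidermal keratinocytes that carried a lentiviral short hairpin against SFRP1 (shSFRP1) or a control hairpin (shControl). SFRP1 is secreted frizzled-related protein 1, an extracellular antagonist of Wnt signaling. Cells were collected at day 0, when they were subconfluent and undifferentiated, or at day 2, when they had been kept confluent for 2 days with calcium raised to 1.2 mM to make them differentiate. The 4 groups held 2 biological replicates each, giving 8 libraries, and every mean ± SD below has n = 2. The deposited table held estimated counts for 20773 genes, of which 16950 were abundant enough to test. Total counts of replicates 1 and 2 were 15591233 and 34024657 in shControl at day 0 and 13722405 and 28758066 in shSFRP1 at day 0. At day 2 they were 17117269 and 31380135 in shControl and 29211293 and 30854810 in shSFRP1. At these depths 1 count equalled 0.0293 to 0.0687 CPM, the count scaled to a fixed library total with the factors described above.

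The first principal component held 54.4% of the variance and separated the days. Both shControl libraries at day 2 lay at 92.9 and 112 on it and both shSFRP1 libraries at day 2 at 45.7 and 43.9, while the day 0 libraries lay between -80.0 and -66.9. The second component held 15.2%. The 10 most abundant genes took 16.8% and 16.9% of the counts in shControl at day 2, against 10% to 13.9% in the other libraries. Mitochondrial genes took 1.58% to 2.28% of the counts at day 0 and 0.485% to 0.744% at day 2.

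**Figure D1:**
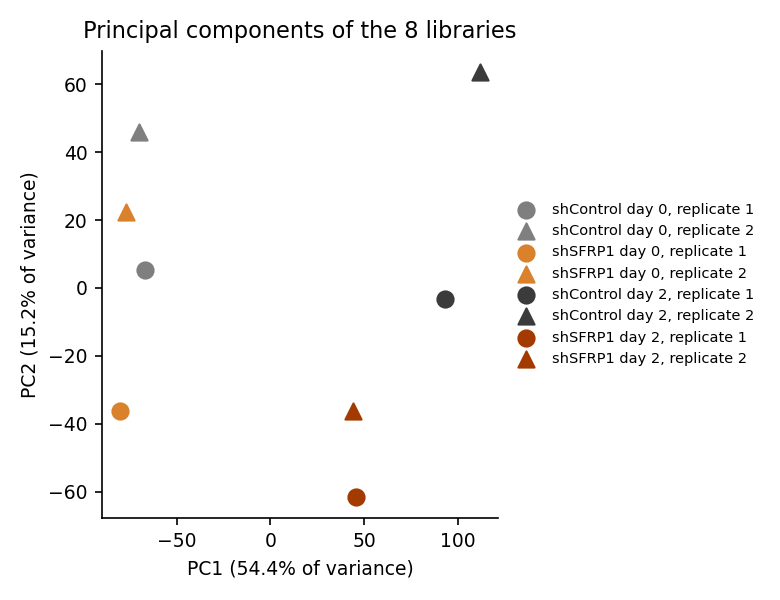
Principal components of the 8 libraries from log2 CPM, with each axis labelled by its share of the variance and each point standing for 1 library. Along the first component (54.4%), the day 0 libraries lie between -80.0 and -66.9, shSFRP1 at day 2 at 43.9 and 45.7, and shControl at day 2 at 92.9 and 112.

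The level of the targeted gene was examined first. SFRP1 (ENSG00000104332, hg38 chromosome 8, 41261962 to 41309473, minus strand) stood at 144 ± 17.9 CPM in shControl and 4.75 ± 1.70 CPM in shSFRP1 at day 0, and at 102 ± 12.3 and 5.91 ± 0.799 CPM at day 2. The shSFRP1 cells therefore held 3.29% of the control level at day 0 and 5.78% at day 2. The log2 fold change was -4.91 (SE 0.32, edgeR adjusted p = 0.00226) at day 0 and -4.11 (SE 0.31, edgeR adjusted p = 0.00163) at day 2. All 4 shSFRP1 libraries, with 55 to 200 counts, lay far below all 4 shControl libraries, with 1616 to 4503 counts. The hairpin's target sequence, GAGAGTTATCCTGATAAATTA, matched a single SFRP1 transcript site, in exon 3 of 3 and inside the 3′ untranslated region (UTR), at 41263399 to 41263419 of chromosome 8 in hg38. In shControl, SFRP1 did not pass the test between day 2 and day 0 (log2 fold change -0.50, SE 0.27, edgeR adjusted p = 0.217).

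**Figure D2:**
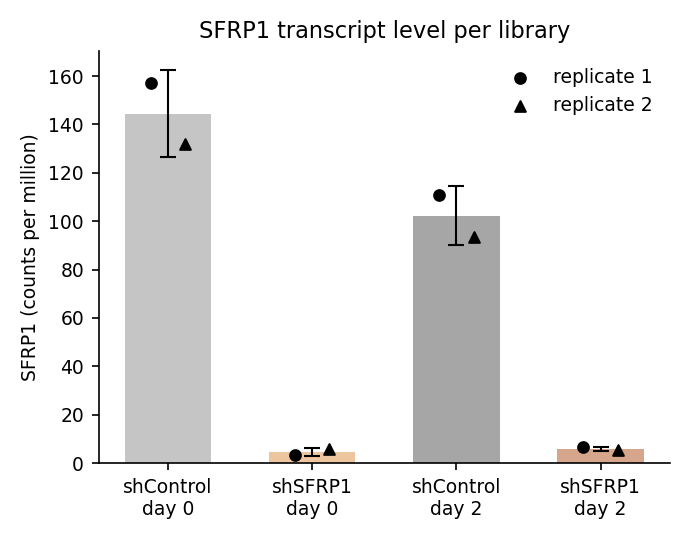
SFRP1 level in CPM in each of the 8 libraries (points), with the mean (bar) and SD (error bar) of each group of 2 replicates. shControl libraries hold 93.6 to 157 CPM and shSFRP1 libraries 3.55 to 6.48 CPM.

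Differentiation of the control cells, day 2 against day 0 in shControl, tested the labels of the time points. Terminal differentiation genes rose steeply. Filaggrin (FLG, ENSG00000143631, hg38 chromosome 1, 152302165 to 152325239, minus strand), a structural protein of the granular layer, went from 5.51 ± 0.985 to 253 ± 30.7 CPM (log2 fold change 5.51, SE 0.30, edgeR adjusted p = 8.72e-05). The cornified envelope precursor SPRR1B rose by 5.15 log2 units (SE 0.39) and cystatin A (CSTA), a protease inhibitor of the envelope, by 4.23 (SE 0.30). FADS6, SLC1A6 and UGT1A7 had 0 counts in both shControl libraries at day 0 and stood at 4.93 ± 0.565, 5.73 ± 6.64 and 7.84 ± 9.63 CPM at day 2. The calls of SLC1A6 and UGT1A7 were lost without the low-count filter (edgeR adjusted p = 0.0801 and 0.0522), and UGT1A7 shares exons with its neighbors.

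Of 30 tested spinous layer genes, 29 rose over all genes tested and 29 adjusted over the list alone, with a median log2 fold change of 4.99 (4.81 with genes at 0 in a group set at their bound), including DMKN (5.17), SBSN (6.79) and the fatty acid carrier FABP5 (4.32). Their camera adjusted p was 6.83e-49, and the adjusted p was 0.0392 with an estimated correlation. Of 32 kallikreins and protease inhibitors, which control shedding of the outer layers, 28 rose (31 adjusted over the list alone, median 4.45), such as KLK11 (5.23) and SLPI (6.74), with a camera adjusted p of 3.57e-44 and an adjusted p of 0.0392 with an estimated correlation. Of 47 cornified envelope and granular layer genes, 38 rose (44 adjusted over the list alone, median 5.03, camera adjusted p = 6.73e-34, adjusted p = 0.0865 with an estimated correlation). Of 30 barrier lipid genes, 26 rose (28 rose and 1 fell adjusted over the list alone, median 4.41, camera adjusted p = 3.36e-33, adjusted p = 0.0392 with an estimated correlation), among them SULT2B1 (5.98), the cholesterol sulfotransferase, and ELOVL4 (3.67), which makes very long chain fatty acids. Of 31 desmosome and adhesion genes, 18 rose (20 adjusted over the list alone, median 1.30, camera adjusted p = 3.93e-11, adjusted p = 0.0392 with an estimated correlation), with DSG1 at 5.79 and DSG3 at 2.84. The 4 lists at 0.0392 had an adjusted p of 0.118 with the replicate block and an estimated correlation together.

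Cell cycle genes fell in the same cells. All but 1 of 32 G2 and M phase genes fell (31, and 32 adjusted over the list alone, median -2.03, camera adjusted p = 2.71e-27, adjusted p = 0.164 with an estimated correlation), among them CCNB1 (-2.12), CDC20 (-2.26) and FOXM1 (-2.51). Of 32 G1/S and replication genes, 27 fell (27 fell and 1 rose adjusted over the list alone, median -2.04, camera adjusted p = 6.92e-26, adjusted p = 0.142 with an estimated correlation), including MCM6 (-2.70) and RRM2 (-2.68). Of 25 hypoxia and glycolysis genes, 21 rose (23 adjusted over the list alone, median 2.00, camera adjusted p = 1.04e-19, adjusted p = 0.232 with an estimated correlation), and the hypoxia targets CA9 and EGLN3 reached 207 ± 146 and 255 ± 108 CPM from 0.708 ± 0.0906 and 1.12 ± 0.178. Of 23 antimicrobial genes, 18 rose (20 adjusted over the list alone, median 4.86, camera adjusted p = 8.14e-25, adjusted p = 0.102 with an estimated correlation). The S100 list (10 of 18 rose, 11 adjusted over the list alone, median 1.08) and the activated keratinocyte list (11 of 26 rose and 3 fell, 11 and 4 adjusted over the list alone, median 0.72) were also higher, with camera adjusted p = 1.33e-05 and 6.08e-04, and adjusted p = 0.331 and 0.142 with an estimated correlation. The chemokine CXCL2 fell by 6.14 log2 units (SE 0.64), and the immediate early gene FOSB by 5.10 (SE 0.50).

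In all, 3608 genes passed at an edgeR adjusted p under 0.05, 1997 higher and 1611 lower at day 2, and with the replicate number as a block 5500 passed (2937 higher and 2563 lower). Scaled by total counts, which shifts the median gene by -0.33 log2 units here, 1432 were higher and 3083 lower, and in a fit of only the 4 libraries compared 2301 passed. Without shControl day 0 replicate 1 the count was 1561, and without shControl day 0 replicate 2 it was 1365. Of the 35 lists, 9 were called higher and 6 lower by camera. The 4 not yet named, cytokines and chemokines (median -0.95, adjusted p = 0.00305), immediate early and AP-1 genes (-0.78, 0.0272), collagens and extracellular matrix (-0.50, 0.0274) and EGF receptor ligands and MAPK feedback (-0.66, 0.0274), were lower. Their adjusted p values with an estimated correlation were 0.284, 0.781, 0.612 and 0.584, and without shControl day 2 replicate 1 they were 0.0647, 0.645, 0.0818 and 0.225. In these lists 13 of 33, 12 of 27, 12 of 46 and 8 of 26 members fell, while 4, 5, 3 and 2 rose. Adjusted over the list alone, 15, 13, 12 and 10 fell and 4, 6, 5 and 2 rose.

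The knockdown was then compared with the control in differentiating cells at day 2. Genes of the outer epidermal layers were lower in shSFRP1. FLG stood at 253 ± 30.7 CPM in shControl and 25 ± 6.23 CPM in shSFRP1, a 10.1-fold difference (log2 fold change -3.34, SE 0.27, edgeR adjusted p = 0.00163). The cornified envelope genes LCE3D (-6.84, SE 0.67), LCE3E (-7.08, SE 0.57), SPRR2G (-6.54, SE 0.41) and CRCT1 (-5.74, SE 0.64) fell further, although LCE3D varied in shControl (201 ± 152 CPM against 1.75 ± 0.543 CPM in shSFRP1). The collagenase MMP1 (ENSG00000196611, hg38 chromosome 11, 102789401 to 102798160, minus strand) fell from 86.7 ± 7.22 to 1.67 ± 0.157 CPM (-5.69, SE 0.63, edgeR adjusted p = 0.00400). LCE and SPRR2 genes belong to families of near-identical copies, so their single values are uncertain.

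Of the 47 tested cornified envelope and granular layer genes, 26 fell and 0 rose (39 fell adjusted over the list alone), with a median of -3.30. The camera adjusted p was 3.90e-45, and the adjusted p was 0.0348 with an estimated correlation. Of 32 kallikreins and protease inhibitors, 18 fell (28 adjusted over the list alone, median -2.32, camera adjusted p = 9.00e-33, adjusted p = 0.0348 with an estimated correlation), such as CSTA (-2.93, SE 0.29), SLPI (-3.79, SE 0.42), KLK10 (-2.25) and KLK5 (-1.72). Of 30 barrier lipid genes, 15 fell (24 adjusted over the list alone, median -2.27, camera adjusted p = 3.36e-26, adjusted p = 0.0348 with an estimated correlation). ELOVL4 fell from 221 ± 37.3 to 26.9 ± 0.647 CPM, and CYP4F22, an ω-hydroxylase of ceramide synthesis, ELOVL7 and UGCG, the glucosylceramide synthase, fell by 4.41, 3.37 and 2.56 log2 units. Of 30 spinous layer genes, 12 fell (21 adjusted over the list alone, median -1.47, camera adjusted p = 1.47e-21, adjusted p = 0.0432 with an estimated correlation), such as DMKN (-2.15) and CEBPB (-1.96), a transcription factor of differentiation. Of 26 activated keratinocyte genes, which mark wounded and inflamed epidermis, 9 fell (14 adjusted over the list alone, median -1.62, camera adjusted p = 9.40e-14, adjusted p = 0.0348 with an estimated correlation), with KRT6B at -2.16 (SE 0.26) and KRT16 at -1.82 (SE 0.31). With the block and an estimated correlation together no list was called, and the lowest adjusted p was 0.0856, for the activated keratinocyte list. KRT6B shares near-identical sequence with its paralogs.

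Defense and adhesion genes were lower as well. Of 23 antimicrobial genes, 9 fell (13 fell and 1 rose adjusted over the list alone, median -1.63, camera adjusted p = 9.40e-14, adjusted p = 0.18 with an estimated correlation), including IL36RN (-2.94) and the ribonuclease RNASE7 (-1.94). Of 18 S100 genes, 4 fell (9 adjusted over the list alone, median -1.20, camera adjusted p = 2.03e-08, adjusted p = 0.26 with an estimated correlation), with CALML5 at -3.46 and S100P at -4.81. Of 31 desmosome and adhesion genes, 6 fell (8 adjusted over the list alone, median -0.71, camera adjusted p = 4.59e-06, adjusted p = 0.0949 with an estimated correlation), such as the claudin CLDN4 (-2.12) and the connexin GJB6 (-1.49). Of 26 EGF receptor ligand and MAPK feedback genes, 5 fell (10 fell and 2 rose adjusted over the list alone, median -0.53, camera adjusted p = 3.99e-05, adjusted p = 0.26 with an estimated correlation). They included the ligand EREG (-3.03, SE 0.34) and the receptor ERBB3 (-1.41).

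Stress and signaling lists were called lower as well. Of 25 hypoxia and glycolysis genes, 4 fell (6 adjusted over the list alone, median -0.82), including the glucose transporter SLC2A3 (-2.69). Of 26 heat shock and unfolded protein response genes, 3 fell (6 adjusted over the list alone, median -0.57), such as CHAC1 (-2.80). Of 27 immediate early and AP-1 genes, 3 fell (6 adjusted over the list alone, median -0.86), with EGR3 at -3.82. Their camera adjusted p values were 8.66e-06, 1.60e-05 and 3.76e-05, and their adjusted p values with an estimated correlation were 0.45, 0.26 and 0.45. Of 26 TGF-beta and BMP targets, 2 rose and 4 fell (3 and 8 adjusted over the list alone, median -0.76, camera adjusted p = 0.0136, adjusted p = 0.26 with an estimated correlation), with SKIL, a repressor of TGF-beta signaling, at -2.94 and ID3 at 1.87. Of 33 cytokines and chemokines, 3 fell (6 fell and 1 rose adjusted over the list alone, median -0.62, camera adjusted p = 0.0230, adjusted p = 0.441 with an estimated correlation), including CSF2 (-3.18) and the interleukin-1 receptor antagonist IL1RN (-2.95). The hypoxia call was lost without shSFRP1 day 2 replicate 1 (adjusted p = 0.0501), the AP-1 call without shControl day 2 replicate 2 (0.145), the TGF-beta call without shSFRP1 day 2 replicate 1 (0.205) or shControl day 2 replicate 2 (0.0579), and the cytokine call without shControl day 2 replicate 2 (0.528) or shSFRP1 day 2 replicate 2 (0.0657).

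With TMM scaling fewer genes were higher than lower in shSFRP1 at day 2 (229 against 556), and with total counts more (802 against 371). The mitotic kinesin KIF20A (1.79, SE 0.34, edgeR adjusted p = 0.0257), CDCA8 (1.32) and CCNA2 (1.31) rose, the 3 called members of the 32 G2 and M phase genes (10 rose adjusted over the list alone, median 0.84, camera adjusted p = 4.10e-11, adjusted p = 0.37 with an estimated correlation). Of 46 collagen and extracellular matrix genes, 9 rose and 1 fell (17 and 5 adjusted over the list alone, median 0.71, camera adjusted p = 6.05e-06, adjusted p = 0.26 with an estimated correlation). SPARC, a collagen-binding matrix protein, rose from 94.8 ± 22.6 to 520 ± 21.7 CPM (2.45, SE 0.26, edgeR adjusted p = 0.00355), and COL5A2 by 2.06 log2 units. COL5A3, a collagen chain outside that list, rose by 3.75 (SE 0.44). Of 10 Hedgehog pathway genes, 2 rose (2 adjusted over the list alone, median 0.85, camera adjusted p = 0.0170, adjusted p = 0.444 with an estimated correlation), the coreceptor BOC (1.76) and SMO (1.29). That call was lost without shControl day 2 replicate 1 (0.0569) or shSFRP1 day 2 replicate 2 (0.214). ACSS1, a mitochondrial acetyl-CoA synthetase, rose from 4.40 ± 1.27 to 40.0 ± 5.93 CPM (3.17, SE 0.31), and the metallothionein MT1G, one of a family of close copies, by 4.13 (SE 0.43).

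Wnt components moved both ways. Of 29 Wnt ligands and receptors, 2 rose and 1 fell (4 and 1 adjusted over the list alone, median 0.31, camera adjusted p = 0.0732): the coreceptor LRP5 (1.59, SE 0.20), the receptor FZD5 (1.90, SE 0.40) and the ligand WNT7A (-1.38, SE 0.23). Of 28 planar cell polarity and non-canonical Wnt genes, 2 rose and 2 fell (4 and 3 adjusted over the list alone, median 0.31, 0.242). They included CELSR3 (2.47) and NFATC2 (-3.34). Of 9 secreted Wnt antagonists other than SFRP1, 1 rose, DKK3 at 1.30 (2 adjusted over the list alone, median -0.09, 0.218). Of 20 canonical Wnt targets, 2 fell (2 adjusted over the list alone, median 0.13, 0.51). Other lists without a call included interferon response (3 of 36 rose, 5 rose and 1 fell adjusted over the list alone, median 0.26, 0.062), with IFIT2 at 2.31 and IRF1 at 1.70, cholesterol biosynthesis (1 of 25 rose and 2 fell, 2 and 4 adjusted over the list alone, -0.27, 0.11), Notch (1 of 23 rose and 1 fell, 2 and 1 adjusted over the list alone, 0.09, 0.408) and G1/S and replication (1 of 32 rose, 1 adjusted over the list alone, 0.21, 0.231). The LIF, IL-6 family and STAT3 targets (1 of 25 fell, 2 rose and 4 fell adjusted over the list alone, median 0.02, 0.861) were not called either. In the basal keratinocyte list (26 tested, -0.03, 0.699) and the YAP and TEAD list (23 tested, -0.09, 0.871) 0 genes passed, and adjusted over the list alone 0 passed in the first while 4 rose and 5 fell in the second.

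None of the 5 lists of markers of other cell types was called at day 2. The melanocyte (9 tested, median -0.54, camera adjusted p = 0.727), fibroblast (14, -0.27, 0.871), endothelial (3, -1.02, 0.563) and skin appendage and Merkel cell lists (9, -0.64, 0.142) had 0 members that passed, over all genes or adjusted over the list alone. In the Langerhans and immune list (3, -1.65, 0.218) 1 gene fell (1 rose and 2 fell adjusted over the list alone). Among lists that were not called, the median and the camera test differed in sign for the secreted Wnt antagonists, canonical Wnt targets, LIF and STAT3 targets and basal keratinocyte genes. No called list showed this in any comparison.

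In total, 785 genes passed at day 2 in edgeR, 229 higher and 556 lower in shSFRP1. With the replicate block 2076 passed (810 higher and 1266 lower), in DESeq2 1815, and in a fit of only the 4 libraries compared 485. Scaled by total counts, which shifts the median gene by 0.32 log2 units, 802 were higher and 371 lower, while the 17 list calls (3 higher and 14 lower) kept their direction. The count was 508 without shControl day 0 replicate 1, 511 without shControl day 0 replicate 2, 1358 without shControl day 2 replicate 1, 130 without shSFRP1 day 2 replicate 1 and 58 without shSFRP1 day 2 replicate 2. Of 103 gene results named for this comparison, 36 kept their side of the threshold without shSFRP1 day 2 replicate 1 and 24 without shSFRP1 day 2 replicate 2, and none changed direction. The 10 most abundant genes took 16.8% and 16.9% of the counts in shControl at day 2 against 12.6% and 13.9% in shSFRP1, and mitochondrial genes 0.485% and 0.611% against 0.728% and 0.744%. Leaving out genes whose 3′ UTR matches positions 4 to 10 or 5 to 11 of the SFRP1 guide, a choice made after seeing the data, left 489 (163 higher and 326 lower). Of the 785 calls 228 carry a match, and 68 others were lost because the adjustment over the remaining genes was stricter. Of the genes named above as changed at day 2, CSTA, CEBPB, COL5A2, ELOVL4, ELOVL7, IFIT2, SKIL, SPARC, UGCG and WNT7A carry such a match.

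**Figure D3:**
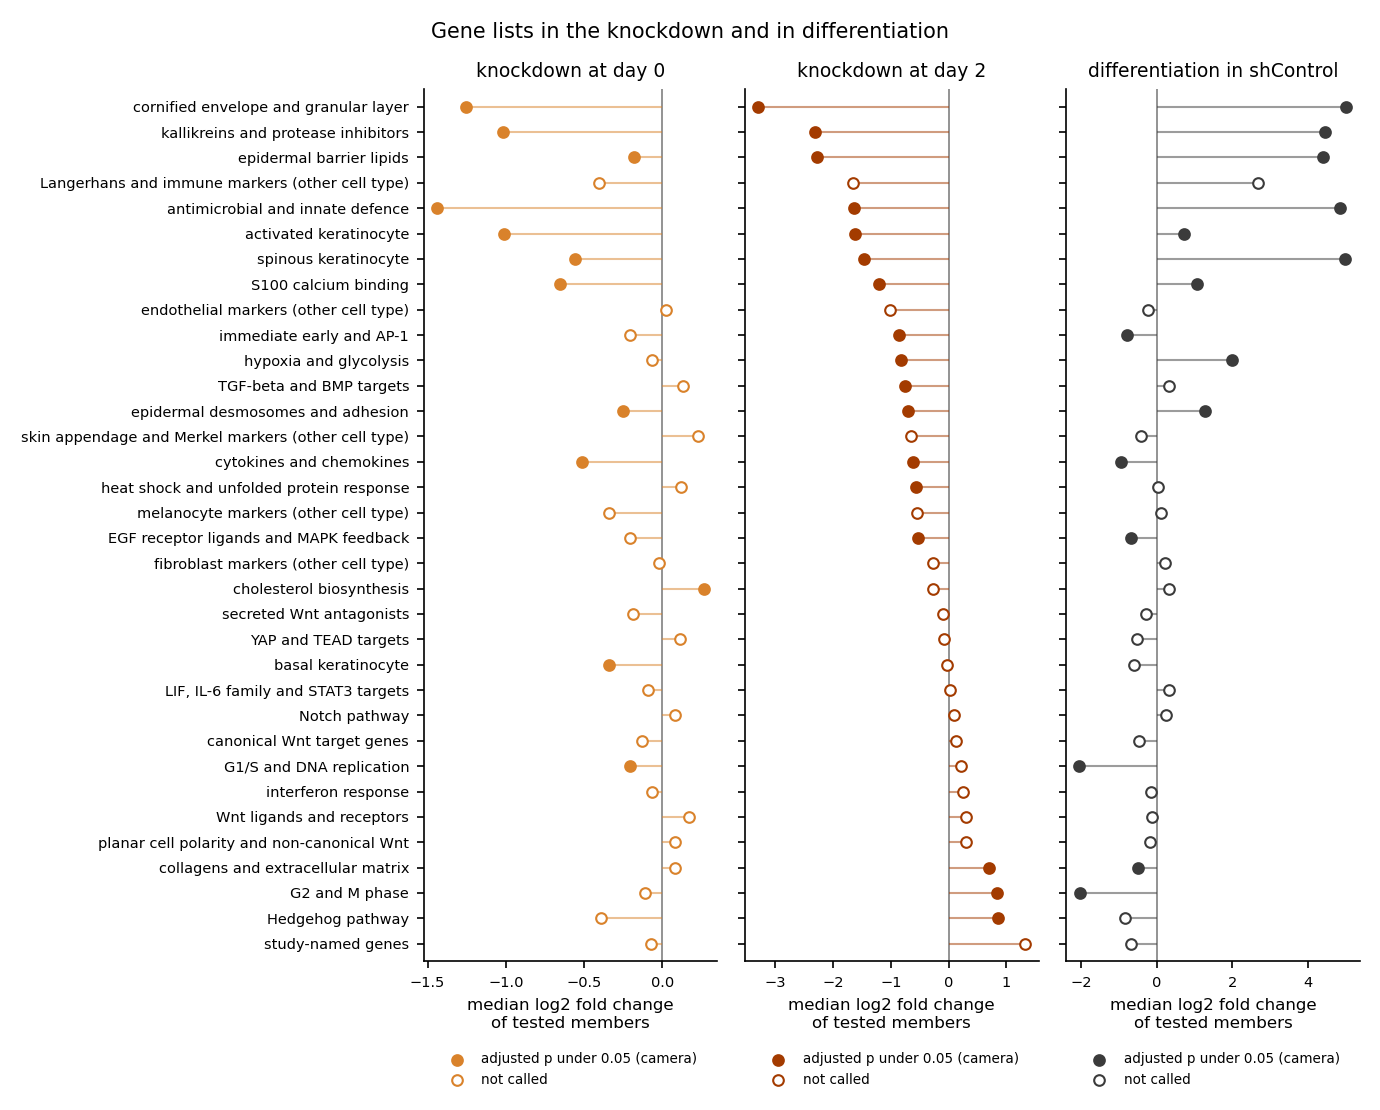
Median log2 fold change of the gene lists in 3 panels, knockdown at day 0, knockdown at day 2 and differentiation in shControl (horizontal axis, 1 point per list, filled points have a camera adjusted p under 0.05). At day 2 the cornified envelope list has the lowest median of the called lists (-3.30) in the knockdown, and its median is 5.03 in the differentiation of shControl.

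In undifferentiated cells at day 0, the same comparison called 1 gene in edgeR, SFRP1 itself, although 1416 genes had an unadjusted p under 0.05. Several genes were lower by amounts that did not pass. KRT16, a keratin of activated epidermis, stood at 1084 ± 140 CPM in shControl and 232 ± 51.3 in shSFRP1 (log2 fold change -2.22, SE 0.31, edgeR adjusted p = 0.0697, 0.00587 with the replicate block). The connexin GJB2 had a log2 fold change of -2.18 (SE 0.26, edgeR adjusted p = 0.0675, 0.00551 with the block), MMP1 of -4.12 (SE 0.58, 0.0697, 0.00551 with the block) and CSTA of -1.63 (SE 0.27, 0.0867, 0.0118 with the block). The basal keratins KRT5 and KRT14 had values of -0.79 (SE 0.26, edgeR adjusted p = 0.407) and -0.81 (SE 0.32, 0.541). With the block 203 genes passed (66 higher and 137 lower), and DESeq2 called 336. The 10 most abundant genes took 12.3% and 13.6% of the counts in shControl at day 0 and 10.1% and 10% in shSFRP1, and mitochondrial genes 1.64% and 1.58% against 2.28% and 1.61%. The count of calls was 29 without a filter on low counts and 0 with only the 4 libraries compared. It was 64 without shControl day 2 replicate 1, 65 without shControl day 2 replicate 2 and 6 without shSFRP1 day 0 replicate 2.

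As lists, camera called 11 lower and 1 higher at day 0, although no member passed over all genes. The activated keratinocyte list had a median of -1.01 (9 of 26 fell adjusted over the list alone, camera adjusted p = 1.86e-17, adjusted p = 0.0256 with an estimated correlation, and 0.0712 with the block as well), including KRT6B (-1.50) and EREG (-2.14). The cornified envelope list had a median of -1.26 (4 of 47 fell adjusted over the list alone, -1.22 with genes at 0 in a group at their bound, camera adjusted p = 5.43e-11, adjusted p = 0.414 with an estimated correlation). Kallikreins and protease inhibitors had a median of -1.02 (6 of 32 fell and 1 rose adjusted over the list alone, 9.91e-11, and 0.26 with an estimated correlation). For spinous genes it was -0.56 (7 of 30 fell adjusted over the list alone, 1.39e-10, and 0.187 with an estimated correlation). The medians of the S100 (-0.65, 6 of 18 fell adjusted over the list alone), desmosome (-0.25, 2 of 31), antimicrobial (-1.44, 0 of 23), basal (-0.34, 0 of 26), cytokine (-0.51, 3 of 33), barrier lipid (-0.18, 2 of 30) and G1/S lists (-0.20, 0 of 32) were negative, with camera adjusted p of 5.34e-06, 6.03e-06, 9.37e-06, 5.86e-04, 0.00573, 0.0253 and 0.0364. With an estimated correlation these adjusted p values were 0.553, 0.187, 0.633, 0.742, 0.614, 0.825 and 0.896. With genes at 0 at their bound, the antimicrobial median was -1.17. Cholesterol biosynthesis was higher (median 0.27, 0 of 25 adjusted over the list alone, camera adjusted p = 0.0222, adjusted p = 0.825 with an estimated correlation), with INSIG1 at 0.75. The block added a call of the immediate early and AP-1 list (0.138, 0.0398 with the block, 0.896 with an estimated correlation, 0.866 with both, median -0.21). The barrier lipid call was lost without shControl day 0 replicate 1 (0.0520), shControl day 2 replicate 1 (0.0755), shSFRP1 day 0 replicate 2 (0.0869) or shControl day 2 replicate 2 (0.0590), and the cytokine call without shControl day 0 replicate 1 (0.0969). The cholesterol call was lost without shControl day 0 replicate 1 (0.221) or shSFRP1 day 0 replicate 2 (0.0975), and the G1/S call without shControl day 0 replicate 2 (0.641) or shSFRP1 day 0 replicate 1 (0.972, with the direction turned), and with total counts (0.0822).

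The genes that differed at day 2 leaned the same way at day 0. Of the 229 called higher at day 2, 200 (87.3%) were above 0 at day 0, against 50.7% of all tested genes, with a median of 0.47 at day 0 and 1.48 at day 2. Of the 556 called lower, 456 (82.0%) were below 0 at day 0, against 49.1% of all tested genes, with medians of -0.60 and -1.92. Across the 16950 genes, which are not independent replicates, the fold changes of the 2 days had a Pearson r of 0.316 and a Spearman rho of 0.355, and the 2 comparisons shared no library. Only SFRP1 was called at both days. With the replicate block 38 genes were higher at both (3.15 by chance overlap, Fisher's exact p = 2.685e-33) and 116 lower (10.2 by chance overlap, p = 8.512e-110). Fisher's test treats genes as independent. Both days also came from 1 model and the same 2 biological replicates, so these p values do not measure reproducibility. Without the block the shared count was 40 without shControl day 2 replicate 1, 50 without shControl day 2 replicate 2 and 2 without shSFRP1 day 0 replicate 2.

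Combining both days in 1 model with day as a covariate asked for effects of the hairpin in 4 against 4 libraries. The 4 libraries of a hairpin came from 2 biological replicates, each sampled at both days, so they are not 4 independent replicates. Without the replicate block the model treats them as independent. MMP1 (-4.90, SE 0.51, edgeR adjusted p = 0.00238), EREG (-2.57, SE 0.27), KRT16 (-2.02, SE 0.23) and PRDM1 (-2.03, SE 0.30), a transcription factor of terminal differentiation, fell. AREL1, a ubiquitin ligase, rose from 16.4 ± 3.54 to 91.9 ± 23.9 CPM at day 0 and from 15.6 ± 6.27 to 78.1 ± 7.81 CPM at day 2 (2.41, SE 0.23, edgeR adjusted p = 0.00238), and CMTM4 rose by 2.45 (SE 0.33). CMTM4 and PRDM1 carry the guide match described above. Of the 47 cornified envelope genes 14 fell (32 adjusted over the list alone, median -2.43), such as SPRR1B (-2.02) and LCE1F (-2.90). Of the 32 kallikreins and protease inhibitors 14 fell (26 adjusted over the list alone, -1.88), such as KLK11 (-1.76). Of the 26 activated keratinocyte genes 9 fell (17 adjusted over the list alone, -1.49), and of the 30 spinous genes 9 fell (22 adjusted over the list alone, -1.11). Their camera adjusted p values were 2.25e-24, 2.25e-24, 1.48e-19 and 8.81e-19, and with an estimated correlation the adjusted p values were 0.203, 0.203, 0.0203 and 0.158. With the block as well, the activated keratinocyte list had an adjusted p of 0.0778, so that call was lost.

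Over both days 7 of 30 barrier lipid genes fell (18 adjusted over the list alone, median -1.63), 9 of 23 antimicrobial genes (14, -1.56), 5 of 18 S100 genes (10, -1.04) and 5 of 31 desmosome genes (8, -0.55), with camera adjusted p of 5.87e-13, 7.56e-11, 2.16e-09 and 2.28e-07. With an estimated correlation the adjusted p values were 0.328, 0.203, 0.203 and 0.158. Collagen and matrix genes (6 of 46 rose and 2 fell, 11 and 5 adjusted over the list alone, median 0.38, camera adjusted p = 0.00396, adjusted p = 0.64 with an estimated correlation) included SPARC (1.82, SE 0.28) and COL5A2 (1.5, SE 0.28). The G2 and M phase list was called higher (0 of 32 genes called, median 0.31, 5.26e-04, and 0.719 with an estimated correlation), and AP-1 (0 of 27, -0.47, 7.88e-04, and 0.64), EGF receptor and MAPK (2 of 26 fell, -0.41, 0.00151, and 0.514), hypoxia (1 of 25 fell, -0.50, 0.00274, and 0.698), cytokine (1 of 33 rose and 3 fell, -0.49, 0.00327, and 0.397) and heat shock lists (2 of 26 fell, -0.26, 0.00690, and 0.64) lower. Adjusted over the list alone these counts were the same, except that 4 cytokine genes fell. Without shControl day 2 replicate 2 the G2 and M phase, AP-1, hypoxia, collagen and cytokine calls were lost (adjusted p = 0.0878, 0.0878, 0.0878, 0.0878 and 0.0726). Without shSFRP1 day 2 replicate 2 the G2 and M phase, heat shock and collagen calls were lost (0.103, 0.103 and 0.0569), without shControl day 2 replicate 1 the heat shock call (0.116), and without shSFRP1 day 2 replicate 1 the hypoxia call (0.178).

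The combined model called 655 genes in edgeR, 223 higher and 432 lower, and 1290 with the replicate block (475 higher and 815 lower), 650 of them in both fits. DESeq2 called 1612, and scaling by total counts gave 475 higher and 268 lower, with the median gene shifted by 0.22. Without the guide-matched genes 209 passed (91 higher and 118 lower). Of the 655 calls 257 carry a match, and the other 189 lost calls (102 higher and 87 lower) kept their p but not their adjusted p. The count was 295 without shControl day 0 replicate 1, 247 without shSFRP1 day 0 replicate 1, 268 without shControl day 2 replicate 1, 167 without shSFRP1 day 2 replicate 1 and 232 without shSFRP1 day 2 replicate 2. Of 81 gene results named for this comparison, between 36 and 69 kept their side of the threshold when 1 library was left out.

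Differentiation of the knockdown cells, day 2 against day 0 in shSFRP1, showed a rise of the same outer layer groups. Of 30 spinous genes 25 rose (26 rose and 1 fell adjusted over the list alone, median 4.18, or 3.87 with genes at 0 at their bound, camera adjusted p = 4.51e-50, adjusted p = 0.0266 with an estimated correlation, and 0.111 with the block as well). SBSN rose by 5.40 and DMKN by 3.39. Of 47 cornified envelope genes 15 rose (20 adjusted over the list alone, median 2.41, or 2.26 with genes at 0 at their bound, 9.56e-14, and 0.175 with an estimated correlation), with FLG at 2.99 (SE 0.28) and SPRR1B at 4.33 (SE 0.37). Of 32 kallikreins and protease inhibitors 22 rose (26 adjusted over the list alone, median 2.77, or 2.66 with genes at 0 at their bound, 1.46e-34, and 0.055), of 30 barrier lipid genes 18 (22 rose and 1 fell adjusted over the list alone, 2.82, 3.69e-18, and 0.125), of 31 desmosome genes 12 (13 adjusted over the list alone, 0.96, 2.12e-11, and 0.055) and of 23 antimicrobial genes 13 (14 adjusted over the list alone, 3.95, or 3.99 with genes at 0 at their bound, 1.56e-21, and 0.167). Of 32 G1/S genes 24 fell (29 fell and 1 rose adjusted over the list alone, -1.67, 1.93e-27, and 0.167), and of 32 G2 and M phase genes 12 (29 adjusted over the list alone, -1.09, 8.68e-14, and 0.227). The ligand WNT6 rose from 0.288 ± 0.231 to 12.6 ± 4.74 CPM and NOTCH1 from 200 ± 34.7 to 635 ± 281 CPM (1.66, SE 0.31).

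The other called lists in shSFRP1 were hypoxia (16 of 25 rose, 21 adjusted over the list alone, median 1.55), S100 (5 of 18 rose, 7, 0.62), activated keratinocyte (7 of 26 rose and 1 fell, 8 and 7, 0.30), interferon (4 of 36 rose, 5, 0.27) and Notch (4 of 23 rose and 1 fell, 7 and 2, 0.41), all higher, with camera adjusted p of 1.77e-16, 7.18e-04, 0.0104, 0.0240 and 0.0293 and adjusted p of 0.225, 0.348, 0.175, 0.578 and 0.175 with an estimated correlation. The EGF receptor and MAPK (1 of 26 rose and 11 fell, -1.37), AP-1 (1 of 27 rose and 13 fell, -1.39), cytokine (3 of 33 rose and 14 fell, -1.31), heat shock (1 of 26 rose and 5 fell, -0.55) and YAP lists (1 of 23 rose and 7 fell, -0.39) were lower, with camera adjusted p of 4.71e-08, 4.71e-08, 1.61e-05, 0.00583 and 0.0113 and adjusted p of 0.175, 0.337, 0.175, 0.337 and 0.225 with an estimated correlation. The skin appendage list was called with the block alone (0.0594, 0.0212 with the block, 0.225 with an estimated correlation and 0.266 with both). Calls were lost without shSFRP1 day 0 replicate 1 for the activated, interferon and Notch lists (0.175, 0.394 and 0.0509), without shControl day 2 replicate 1 for the activated list (0.0828), without shSFRP1 day 2 replicate 1 for the interferon and YAP lists (0.218 and 0.0558) and without shSFRP1 day 2 replicate 2 for the heat shock list (0.0521).

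In shSFRP1, 1609 genes passed between the days in edgeR, 964 higher and 645 lower. With the block 3029 passed (1710 higher and 1319 lower), and DESeq2 called 2546. Scaling by total counts gave 839 higher and 834 lower. The count was 759 without shSFRP1 day 0 replicate 1, 536 without shSFRP1 day 0 replicate 2, 713 without shSFRP1 day 2 replicate 1 and 745 without shSFRP1 day 2 replicate 2. The 2 differentiation comparisons shared no library. They shared 781 genes called higher (114 by chance overlap) and 500 called lower (61.3 by chance overlap). Of the 1997 genes that rose in shControl, 1690 changed less in shSFRP1, with medians of 2.03 and 1.20, and of the 1611 that fell, 1393 changed less, with medians of -1.38 and -0.87. Genes chosen for a call in shControl tend by that choice alone to change less in any other comparison, so the difference was tested as an interaction.

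The interaction asked whether the effect of the hairpin differed between the days. No single gene passed in edgeR (0 genes, with 1326 at an unadjusted p under 0.05), while DESeq2 called 216 and edgeR with the replicate block 88 (13 higher and 75 lower). The smallest edgeR p values belonged to SPRR2G (-5.12, adjusted p = 0.0543, 0.00978 with the block), ELOVL4 (-3.10, 0.0543, 0.00928 with the block), the adaptor protein SH3KBP1 (-3.15, 0.0543, 0.00928 with the block) and HLA-G (-3.63, 0.0543, 0.00978 with the block) among negative values. Among positive values they belonged to METTL7A (2.77, 0.0679, 0.0109 with the block), the growth factor receptor FGFR3 (2.19, 0.0921, 0.0109 with the block), RAB7B (1.83, 0.110, 0.0216 with the block) and PEG10 (2.25, 0.115, 0.0142 with the block). SH3KBP1 stood at 271 ± 45.0 CPM in shControl and 37.7 ± 6.36 in shSFRP1 at day 2, against 31.7 ± 1.93 and 39.1 ± 2.91 at day 0. Reads of SPRR2G and HLA-G are shared with close copies. The count was 12 without a filter on low counts and 5 with a geometric mean over 1. It was 45 without shControl day 2 replicate 1 and 10 without shSFRP1 day 0 replicate 2. As lists, camera called 6 with a more positive and 12 with a more negative knockdown effect at day 2. Cornified envelope (median -1.88, 1.32e-27, and 0.168 with an estimated correlation, 14 of 47 lower adjusted over the list alone), kallikrein (-1.30, 5.561e-16, and 0.168, 13 of 32), barrier lipid (-1.25, 6.433e-15, and 0.168, 6 of 30) and spinous genes (-0.99, 2.256e-07, and 0.295, 1 of 30) had the most negative changes by p, and the G2 and M phase list had a positive one (0.95, 5.561e-16, and 0.343, 0 of 32 adjusted over the list alone). The block added a call of the activated keratinocyte list, with a more negative effect (median -0.60). Its adjusted p was 0.0572, 0.0113 with the block, 0.343 with an estimated correlation and 0.332 with both. No list was called by camera with an estimated correlation (0 of 35).

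The genes that the study singled out in these libraries were tested as 1 list of 11, chosen on these same samples and so no independent evidence of direction. At day 2, 3 rose and 3 fell (7 and 3 adjusted over the list alone, camera adjusted p = 0.351). SMO (1.29, SE 0.23) and NOTCH1 (1.52, SE 0.31) were among those that rose, and the kinase PIM1 (-2.47, SE 0.40), the transcription factor OVOL1 (-2.59, SE 0.32) and WNT7A (ENSG00000154764, hg38 chromosome 3, 13816258 to 13880071, minus strand) fell. WNT7A stood at 129 ± 4.42 and 55.2 ± 2.25 CPM at day 0 and at 53.8 ± 13.7 and 20.6 ± 0.859 CPM at day 2 in shControl and shSFRP1. At day 0 none passed over all genes, and 2 rose and 3 fell adjusted over the list alone (median -0.07, camera adjusted p = 0.482). The cytokine LIF (ENSG00000128342, hg38 chromosome 22, 30240453 to 30246759, minus strand) stood at 0.885 ± 0.176 CPM in shControl and 4.11 ± 1.21 in shSFRP1 at day 0 (2.22, SE 0.60, edgeR adjusted p = 0.290, 0.0465 with the block) and at 0.571 ± 0.358 and 1.83 ± 0.840 CPM at day 2 (1.73, SE 0.62, 0.159, 0.0383 with the block). Over both days LIF rose by 1.99 (SE 0.42, edgeR adjusted p = 0.0353), the dopamine receptor DRD2 by 2.99 (SE 0.63, 0.0345), and WNT7A (-1.30, SE 0.16), OVOL1 (-2.13, SE 0.27) and PIM1 (-1.80, SE 0.35) fell. That is 2 higher and 3 lower (4 and 4 adjusted over the list alone, median 0.73, camera adjusted p = 0.964). At day 0 the values of DRD2 (4.51, SE 0.81, 0.0999), WNT7A (-1.22, 0.106), OVOL1 (-1.62, 0.130) and PIM1 (-1.12, 0.437) passed only with the block (0.0255, 0.0273, 0.0215 and 0.0255). WNT6 (2.88, SE 0.70, 0.0571) and WNT3A (3.44, SE 0.96, 0.0844) at day 2 passed only with the block (0.0146 and 0.0375), at no more than 12.6 ± 4.74 and 1.60 ± 0.616 CPM. SHC4, which carries the guide match as WNT7A does and stood at 1.00 ± 0.344 CPM or less, did not pass in either fit.

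**Figure D4:**
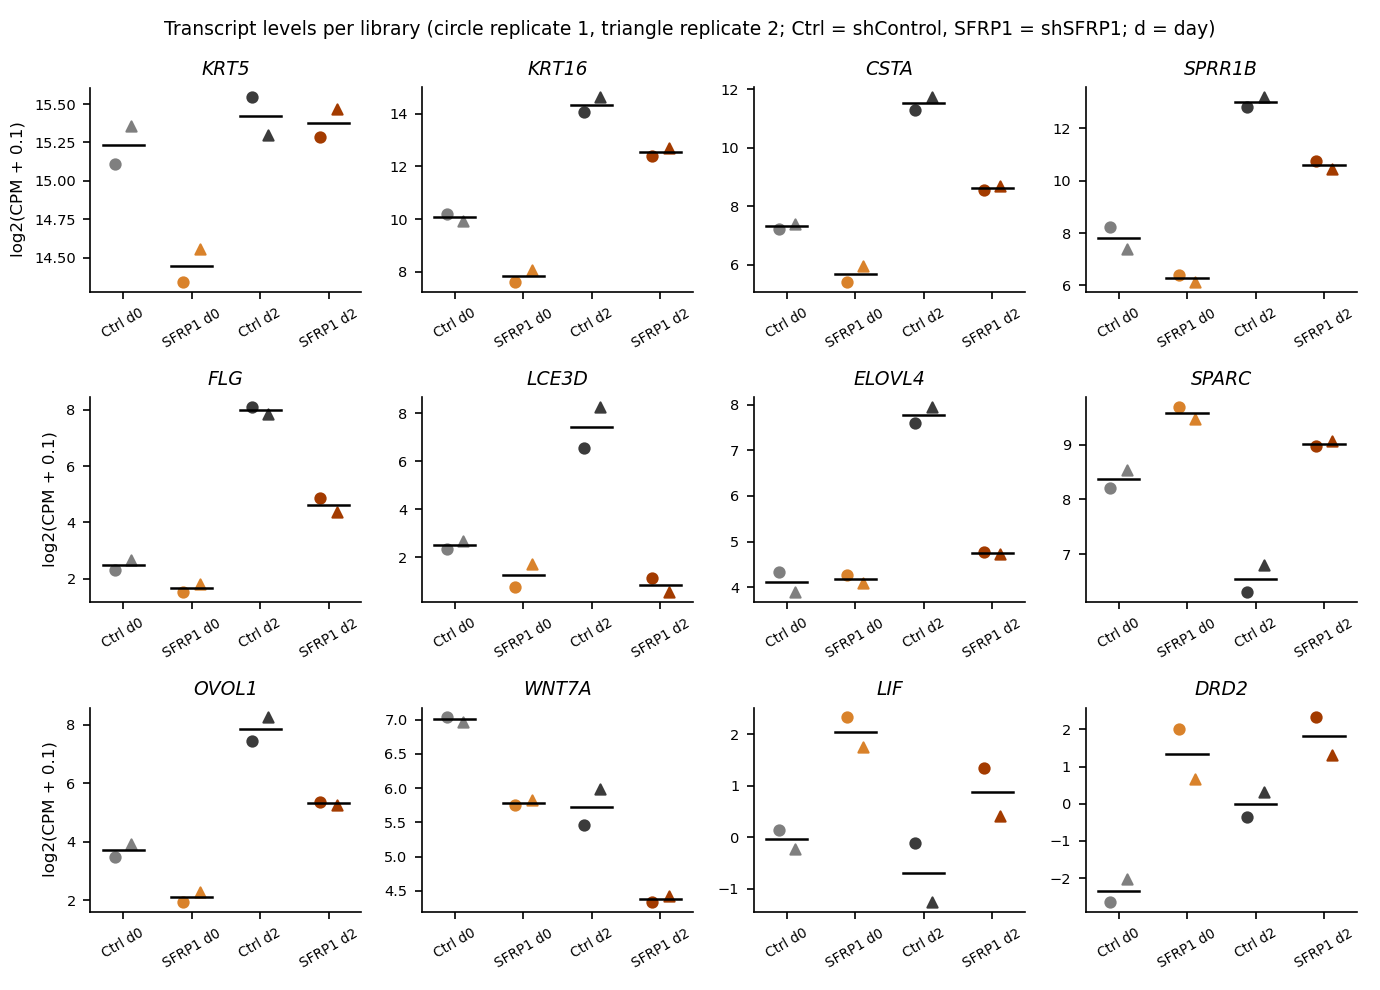
Level of 12 named genes in each library as log2 of CPM plus 0.1 (points), with the mean of each group of 2 replicates (line) and an own vertical axis per panel. FLG, LCE3D and ELOVL4 rise at day 2 in shControl far above shSFRP1, and LIF lies higher in shSFRP1 on both days, at no more than 4.11 CPM on average.

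At the study's own thresholds, an unadjusted p of at most 0.05 and an absolute log2 fold change over 1, 722 genes passed at day 0 (280 higher and 442 lower) and 2007 at day 2 (818 higher and 1189 lower). In all 2385 genes passed on either day and 344 on both, 329 of those in the same direction (100 higher and 229 lower). These counts hold no correction for testing 16950 genes.

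Knockdown and differentiation were then compared across genes, with each replicate's knockdown change set against the differentiation change of the other replicate in shControl so that no library entered both changes. At day 2 the Pearson r over 16950 genes was -0.318 and -0.400 for the 2 pairings, with a mean of -0.359, and the Spearman rho was -0.220 and -0.300. Among the 3608 genes called in the differentiation of shControl, Pearson r was -0.589 and -0.662, but these genes were chosen with all shControl libraries, so the libraries are not separate there and the choice alone can make r more negative. At day 0 Pearson r was -0.0466 and -0.0314 over all genes, and the Spearman rho had the opposite sign (0.0199 and 0.0406). These are correlations across genes, which are not independent replicates, and no p was computed.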

Values the study reported

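The study reported 304 differentially expressed genes when both time points were combined, at its thresholds for p and fold change.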

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

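The tests of one shared delay, of other cell types and of a guide that starts 3 bases inward were chosen only after the results were seen, and thinning of the libraries was chosen after the data were seen.

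The effect of the knockdown differed between day 0 and day 2. With the replicate block, 88 genes had a difference that passed in edgeR, against 0 without it. By camera, the difference was negative for the cornified envelope (adjusted p = 1.320e-27), kallikrein and protease inhibitor (5.561e-16), barrier lipid (6.433e-15), spinous (2.256e-07), heat shock (3.535e-06), hypoxia (1.014e-05), cholesterol (1.771e-04), antimicrobial (6.760e-04), EGF receptor and MAPK (6.760e-04), AP-1 (7.779e-04), TGF-beta (0.00204) and S100 lists (0.0153). It was positive for the G2 and M phase (5.561e-16), collagen (9.737e-06), Hedgehog (6.760e-04), basal (0.00252), G1/S (0.00252) and interferon lists (0.00985). With an estimated correlation 0 of these calls held. Without shSFRP1 day 2 replicate 1 the TGF-beta (0.0631), EGF receptor (0.0832), AP-1 (0.144), hypoxia (0.11) and interferon calls (0.251) were lost. Without shSFRP1 day 2 replicate 2 the basal (0.366), antimicrobial (0.224) and S100 calls (0.222) were lost. Without shControl day 2 replicate 2 the AP-1 (0.526), interferon (0.526) and S100 calls (0.598) were lost. Without shControl day 0 replicate 2 the G1/S (0.0706), antimicrobial (0.0706) and interferon calls (0.102) were lost, and without shSFRP1 day 0 replicate 1 the G1/S (0.283) and interferon calls (0.391).

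Genes were lower in shSFRP1 over both days (432 genes), and of 34 splits of the 8 libraries 1, the real one with 655 calls, gave as many, against 127 in the highest other, which followed the replicate number, while the 17 splits that part the replicate numbers evenly, 0 in the highest other, are too few for a share under 0.05. A difference in library depth is argued against, because 91.9% of the lower genes kept the call with every library thinned to the smallest total. Matches to the guide seed at its usual positions 2 to 8 were more frequent among lower genes (odds ratio 1.95), but it had rank 12 among the heptamers of A and T, which leaves that part open, and only 40.6% of the lower genes carried one, which argues against it as the whole cause. A guide that starts 3 bases inward is a candidate source of part of the calls, as matches to positions 5 to 11 (CTGATAA) had an odds ratio of 5.68 (95% interval 4.45 to 7.26), rank 1 of 16246 heptamers, found in a scan along the guide. A match to positions 4 to 10 or 5 to 11 was present in 55.2% of the lower genes and 21.8% of genes not called, so direct matches may not account for the rest, and with a single SFRP1 hairpin in these libraries, effects of SFRP1 loss and indirect effects of matched regulators cannot be told apart.

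Genes were also higher in shSFRP1 over both days (223 genes), where repression by the control hairpin in shControl was weighed. Matches to its seed at positions 2 to 8 had an odds ratio of 2.22 (95% interval 1.43 to 3.43), but with rank 10 of 42 heptamers of the same composition, which argues against that seed, where its sense strand and the cut site of both hairpins are assumed from the usual vector layout. With the guide starting 3 bases inward the odds ratio was 2.77 at positions 5 to 11 (95% interval 1.43 to 5.37, rank 9 of 397, 10 of 211 higher genes) and 2.99 at positions 4 to 10 (95% interval 2.01 to 4.43, rank 5, 31 of 211), which keeps this explanation open for part of the genes. The biological explanation, an effect of SFRP1 loss, was not tested apart from the hairpin.

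Cornified envelope genes were lower in shSFRP1 at day 2, with a median log2 fold change of -3.30. Direct repression by the hairpin is argued against, since 2.13% of the list's members (FLG2 alone) carried a match to the seed at positions 4 to 10 or 5 to 11, against 22.7% of all tested genes, and 2.13% at positions 2 to 8, and depth is argued against by a median of -3.14 after thinning. The 5 lists of markers of other cell types gave no sign of more such cells, with a highest median of -0.27. That median was for fibroblasts, with 5 members above and 9 below 0, and the endothelial and Langerhans lists had only 3 tested genes each. Collagen and matrix genes were higher (median 0.71, 9 rose and 1 fell), so more cells of another type are not excluded. A single delay of all differentiation genes stays open. Each replicate's median knockdown change at day 2 was set against the other replicate's median rise in shControl. It was 48.0% and 103% of that rise for the cornified envelope list. For spinous genes it was 25.6% and 38.8%, and for barrier lipid genes 30.8% and 74.6%. These ratios cross replicates, so 103% does not mean that the whole rise was lost. In shSFRP1 the cornified envelope list still rose, with a median of 2.41 against 5.03 in shControl. Unequal ratios cannot decide, since a delay in time would also cost late genes more and no time point lies between. A biological effect of SFRP1 loss on terminal differentiation is one hypothesis that stays open. Indirect effects of the hairpin through matched regulators such as PRDM1, found and tested on the same data, stay open beside it. With a single SFRP1 hairpin in these libraries they cannot be told apart, and whether PRDM1 links the hairpin to these genes was not tested. In organoids the study saw no significant change of differentiation proteins or transcripts, only a trend to lower transcripts. It reasoned that a larger share of proliferating basal progenitors was the more likely source of that trend. Here the G2 and M phase list was called higher at day 2 (median 0.84), while the G1/S (0.21) and basal lists (-0.03) were not called. Such a shift in cells was not tested apart and stays open.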

How the results depend on the processing

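Thinning, leaving out guide-matched genes and joining the block with an estimated correlation were chosen after the data were seen, and all other alternatives before. With the replicate block the number of genes called was 203 for the knockdown at day 0, 2076 at day 2, 1290 over both days, 5500 and 3029 for differentiation in shControl and shSFRP1, and 88 for the interaction, and the calls shared by both days were 154. The smaller spread with the block, a coefficient of variation of 0.215 against 0.308, goes with these higher counts, and of the 95 list calls 95 were kept. The block ended 1 call of 443 named gene results and added 16. DESeq2 called 336, 1815 and 1612 genes for the 3 knockdown comparisons, 2546 for differentiation in shSFRP1 and 216 for the interaction. Without a filter 29 genes were called at day 0 and 12 for the interaction, and with a geometric mean over 1 the interaction had 5. With only the 4 libraries compared the counts were 0 at day 0, 485 at day 2 and 2301 for differentiation in shControl, but 1979 against 1609 in shSFRP1. Without guide-matched genes 489 were called at day 2 and 209 over both days, where 257 of the 655 calls carry a match and 189 more were lost by construction, as p was unchanged and the adjustment ran over the remaining genes. With a correlation estimated per list the lists called were 1, 5 and 1 for the knockdown at day 0, at day 2 and over both days, 4 and 1 for differentiation in shControl and shSFRP1, and 0 for the interaction. With the replicate block and an estimated correlation together, 0 lists were called in each of the 6 comparisons. Among genes called in differentiation only, the mean correlation of knockdown with differentiation was -0.626 at day 2 and -0.0651 at day 0, where the choice of genes used the same shControl libraries. Except where construction is named, the cause was not tested.

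With 1 library left out, counts ranged from 1 to 65 for the knockdown at day 0, 58 to 1358 at day 2, 167 to 573 over both days, 1365 to 4465 and 536 to 2200 for differentiation in shControl and shSFRP1, 0 to 45 for the interaction and 1 to 50 for calls shared by both days. Directions turned in few results, all at day 0, of which the list was called with all libraries and the genes were not. These were the log2 fold changes of SMO at 0.0742 and NOTCH1 at 0.0350 with total counts, and, with 1 library left out, WNT6 (-0.0371 to 2.02), NOTCH1 (-0.28 to 0.0492), WNT3A (-1.92 to 0.242) and the list G1/S and DNA replication, knockdown at day 0 (adjusted p 8.083e-05 to 0.972, the highest with the direction turned, without shSFRP1 day 0 replicate 1). Of 760 list results with 1 library left out, 706 kept their call and 53 lost it, and of 3544 named gene results 2858 stayed on their side of the threshold, 667 lost the call and 15 gained it. By ranks 87 of 95 list calls were kept and with total counts 94. Ranks ended the barrier lipid call at day 0 (adjusted p = 0.0616). In differentiation of shControl they ended the activated keratinocyte (0.0613), AP-1 (0.103) and collagen calls (0.0587). In differentiation of shSFRP1 they ended the activated keratinocyte (0.444) and Notch calls (0.150), and in the interaction the antimicrobial (0.146) and S100 calls (0.0846). Thinning left 808 calls at day 2 and 659 over both days. At this depth and spread, edgeR called 6% of planted 2-fold changes at day 2, so changes of that size were mostly not detectable for single genes.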

Other observations

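The search for shifted guide matches was chosen only after the result was seen, and the genes below were named by the rule fixed before. Genes outside the fixed lists also moved at day 2. ENDOU, a poly(U)-cleaving endoribonuclease, rose by 3.11 log2 units in shSFRP1 and the killer cell lectin-like receptor family member KLRG2 by 2.97. The interferon-inducible transcription factor ETV7 rose by 3.10 and CEL, a bile salt-stimulated lipase, by 2.91. Over both days AZGP1, a zinc-binding glycoprotein, fell by 4.73, and CAPN14, a calpain protease with a 3′ UTR match to the shifted guide positions, fell by 3.70. All 6 genes passed in edgeR at an adjusted p under 0.05.

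At the study's thresholds, 2385 genes passed at either day and 344 at both days. In the model of both days 1298 passed (448 higher and 850 lower). Each of these numbers is higher than the value quoted from the study above, and the number at both days is the closest. The study compared the hairpins at each time point and combined the results, and its text does not say which of these its count corresponds to. It used Gene Specific Analysis on CPM, while the counts here came from edgeR with TMM scaling and another low-count filter. The cause of the difference was not tested.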
